# Identification of Genomic Safe Harbors in the Anhydrobiotic Cell Line, Pv11

**DOI:** 10.3390/genes13030406

**Published:** 2022-02-24

**Authors:** Yugo Miyata, Shoko Tokumoto, Tomohiko Arai, Nurislam Shaikhutdinov, Ruslan Deviatiiarov, Hiroto Fuse, Natalia Gogoleva, Sofya Garushyants, Alexander Cherkasov, Alina Ryabova, Guzel Gazizova, Richard Cornette, Elena Shagimardanova, Oleg Gusev, Takahiro Kikawada

**Keywords:** Pv11 cells, genomic safe harbor sites, anhydrobiosis, transgenesis, cell engineering

## Abstract

Genomic safe harbors (GSHs) provide ideal integration sites for generating transgenic organisms and cells and can be of great benefit in advancing the basic and applied biology of a particular species. Here we report the identification of GSHs in a dry-preservable insect cell line, Pv11, which derives from the sleeping chironomid, *Polypedilum vanderplanki*, and similar to the larvae of its progenitor species exhibits extreme desiccation tolerance. To identify GSHs, we carried out genome analysis of transgenic cell lines established by random integration of exogenous genes and found four candidate loci. Targeted knock-in was performed into these sites and the phenotypes of the resulting transgenic cell lines were examined. Precise integration was achieved for three candidate GSHs, and in all three cases integration did not alter the anhydrobiotic ability or the proliferation rate of the cell lines. We therefore suggest these genomic loci represent GSHs in Pv11 cells. Indeed, we successfully constructed a knock-in system and introduced an expression unit into one of these GSHs. We therefore identified several GSHs in Pv11 cells and developed a new technique for producing transgenic Pv11 cells without affecting the phenotype.

## 1. Introduction

Transgene integration, one of the most commonly used and effective techniques in biological research, can be achieved by either of two approaches: random integration of the gene of interest or site-specific knock-in. Random integration is the simpler method, but it can have unwanted and unpredictable effects on the host cell phenotype, depending on the integration site. In contrast, site-specific knock-in results in more controlled outcomes and has been facilitated by recent advances in genome-editing technologies. Furthermore, in some species and cell lines, several research groups have developed genomic sites called genomic safe harbors (GSHs) that enable transgenes to function as designed without adverse effects on the host [1,2,3,4,5,6]. Transgene integration into such GSHs has promoted fundamental and applied biological research, but identifying GSHs is still challenging, especially in non-model species, owing to insufficient development of the genome database and genetic engineering tools.

GSHs are sites in the genome where new genetic material can be integrated without affecting the host phenotype and where the newly integrated material functions as designed [1]. For example, in basic research, a variety of genetic materials have been integrated into a mouse GSH, the Rosa26 locus, allowing exogenous gene expression or highly targeted gene knockdown experiments [7]. In applied research, GSHs have been used to establish cells that can stably produce proteins of medical interest, for example, therapeutic antibodies [4,8] and species-specific glycosylated proteins [9]. In addition, some researchers have proposed a therapy for genetic diseases using cells that are genetically modified via human GSHs [10]. Therefore, the identification and exploitation of GSHs can significantly advance our understanding of the biology of a particular species as well as leading to the development of new biotechnological applications.

GSHs have usually been identified by a four-step approach [4,11,12]: (i) creation of a transgenic cell pool by random integration; (ii) selection of cells showing stable transgene expression and no/few phenotype changes due to the exogenous gene material; (iii) genome analysis of the selected cells; (iv) confirmation of whether the integration sites are GSHs by a site-specific knock-in method. However, there are a number of difficulties in executing this strategy. Thus, for step (i), suitable genetic engineering tools are needed to create transfectants, and these might not be available for the species of interest. Step (ii) is time-consuming and requires a major effort to monitor the functional and phenotypic stability of the integrated genetic material and the transformant cells, respectively. For step (iii), a genome sequence and database are normally required to identify integration sites, while for step (iv), an appropriate site-specific knock-in method, such as the CRISPR/Cas9 system, must be available for the subject species. Therefore, GSH identification is not a straightforward process, especially in non-model species.

Pv11 is a culturable cell line derived from an insect, the sleeping chironomid *P. vanderplanki*, which inhabits semi-arid regions in Africa [13]. *P. vanderplanki* larvae display extreme desiccation tolerance [14], and Pv11 has inherited this ability, such that the cells can be preserved in the dry state at room temperature, while retaining their ability to proliferate once rehydrated [13]. When Pv11 cells are dried, any exogenous protein they contain can be preserved at room temperature for up to 372 days; thus, because of their desiccation tolerance, Pv11 cells potentially have a number of industrial applications, for instance, as water-free storage containers for biomaterials at room temperature [15]. The identification of GSHs in Pv11 cells will provide a major step towards such applications.

To explore the molecular mechanisms underlying the desiccation tolerance of Pv11 cells, we have exploited several gene-manipulation techniques, including a random integration method [16] and a site-specific knock-in method using the CRISPR/Cas9 system [17,18], and have generated several key resources. We have produced a transgenic cell pool, so-called KH cells, by random integration of an AcGFP1 (*Aequorea coerulescens* GFP)-expressing plasmid [16]. Furthermore, we have a well-annotated genomic database and have developed the CRISPR/Cas9 system in Pv11 cells [19]. Thus, the materials needed to identify GSHs of Pv11 cells are already in place.

Here we describe the successful identification of GSHs in Pv11 cells. Following the approach used by others, we derived subpopulations from a KH cell pool and then analyzed the transgene integration sites in these cells at the whole-genome level. We found four candidate GSHs in Pv11 cells. We confirmed their potential using an AcGFP1 ex-pression unit consisting of a functional promoter, the AcGFP1-coding sequence, and the polyadenylation signal, which were inserted into each site using the CRISPR-mediated targeted knock-in method. The proliferation rate and desiccation tolerance of the knock-in cells were analyzed, leading to the identification of three GSHs on chromosome 1 (Chr1) of the Pv11 genome, Chr1:21143572, Chr1:21155382, and Chr1:21164645. Knock-in cells containing exogenous material at the Chr1:21164645 site displayed stable expression of the transgene after more than one year in culture. In addition, we constructed a basic donor vector system to knock-in exogenous genetic material into the Chr1:21164645 site. These results demonstrate the construction of a new gene-manipulation system for Pv11 cells, which should facilitate future advances in the basic biology and applied biotechnology of these cells.

## 2. Materials and Methods

### 2.1. Cell Culture

Pv11 and Pv11-KH cells were grown as described previously [18]. Briefly, for their culture, IPL-41 medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 2.6 g/L tryptose phosphate broth (Becton, Dickinson and Company, Franklin Lakes, NJ, USA), 10% (*v/v*) fetal bovine serum, and 0.05% (*v/v*) of an antibiotic and antimycotic mixture (penicillin, amphotericin B, and streptomycin; MilliporeSigma, Burlington, MA, USA) was used, and the medium is designated hereafter as complete IPL-41 medium. A density of 3 × 10^5^ cells/mL were seeded into a cell culture flask with plug seal cap and grown at 25 °C for 6–7 days.

### 2.2. Cloning a Subpopulation of KH Cells

Single cell sorting was performed using a MoFlo Astrios cell-sorter (Beckman Coulter Life Sciences, Indianapolis, IN, USA) as described previously [18]. Briefly, the cells were stained with DAPI (Dojindo, Kumamoto, Japan), and DAPI and AcGFP1 were excited with 355 and 488 nm lasers, respectively. In total, 1000 wild-type Pv11 cells were seeded as a feeder layer in each well of a 96-well plate prior to sorting. The sorted and the feeder cells were grown for two weeks, and then a second sorting (bulk cell sorting) was performed to eliminate the feeder cells.

### 2.3. Desiccation and Rehydration

Pv11 cells were subjected to desiccation-–rehydration as described previously [13]. Briefly, cells were incubated in preconditioning medium (600 mM trehalose containing 10% (*v*/*v*) complete IPL-41 medium) for 48 h at 25 °C. Forty-microliter aliquots of the cell suspension were dropped into 35-mm petri dishes, and the dishes were desiccated and maintained at <10% relative humidity and 25 °C for more than seven days. An hour after rehydration by complete IPL-41 medium, cells were stained with propidium iodide (PI; Dojindo) and Hoechst 33342 (Dojindo), and images were acquired using a conventional fluorescence microscope (BZ-X700; Keyence, Osaka, Japan). The survival rate was calculated as the ratio of the number of live cells (Hoechst-positive and PI-negative) to that of total cells (Hoechst-positive).

### 2.4. Proliferation Analysis

Pv11 cells and the other cell lines were seeded at a density of 1 × 10^5^ cells/mL, and the live cell numbers were counted after staining with PI and Hoechst 33342 (Dojindo), as described in Section 2.3.

### 2.5. High-Molecular-Weight DNA Extraction and Purification

High-molecular-weight DNA was extracted with NucleoBond HMW DNA Kit (TaKaRa Bio, Shiga, Japan). The DNA solution was further treated with a Short Read Eliminator Kit (Circulomics, Baltimore, MD, USA) to deplete short DNA fragments. DNA concentrations were measured using a Qubit2.0 Fluorometer (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.6. Library Preparation for MinION Sequencing

Library preparation was performed using a Ligation Sequencing Kit (version SQK-LSK109; Oxford Nanopore, Oxford, UK), following the manufacturer’s instructions. These libraries were sequenced on the MinION platform, using a Flow Cell R9.4.1 and MinKNOW software (20.06.5).

### 2.7. Base-Calling and Data Analysis

The raw data were acquired as fast5 files, and base-called with Guppy basecaller software (v4.2.2). Low quality and short reads (Phred score < 7 and length < 1000 bp, respectively) were removed using NanoFilt (version 2.7.1). To detect the integration sites of a transfected plasmid (Data S1) [16], we performed the following three steps: (i) to extract the reads containing a sequence/sequences of the exogenous DNA material, a BLASTn (2.10.1+) search was carried out, using the exogenous sequence as the query against the database of sequencing reads that passed the quality filters (E-value < 1 × 10^−30^, -outfmt 6); (ii) 500 bases of sequence upstream and downstream of the integrated exogenous sequences found in step (i) reads were extracted using SeqKit (version 0.13.2) with the following parameters: grep -nrp, subseq -r; (iii) the integration sites in the genome were found by BLASTn search of these upstream and downstream regions (see step (ii)) against the Pv11 genome (Genbank Assembly Accession ID: GCA_018290105.1, E-value < 1 × 10^−30^, -outfmt 6, max_target_seq 1, max_hsps 1). The results were visualized using the DensityMap tool [20].

### 2.8. Expression Vectors

For Cas9 expression, the previously constructed vector, pPv121-hSpCas9, was used; gRNA expression vectors were also constructed as reported previously [17]. Briefly, pPvU6b-DmtRNA-BbsI was digested with BbsI, and annealed oligonucleotides were ligated into the cut vector. Vector names and oligonucleotides used for the gRNA expression vector construct are listed in Table S1.

### 2.9. Genomic PCR and Sanger Sequencing Analysis

Accurate genome sequences around GSH candidates were analyzed by genomic PCR and Sanger sequencing. Pv11 cell genomic DNA was extracted with a NucleoSpin Tissue kit (Takara Bio) and subjected to PCR using specific primer sets (Table S2). After gel purification of the PCR products, sub-cloning was carried out using a TOPO cloning kit (Thermo Fisher Scientific, Waltham, MA, USA), and the plasmids were sequenced.

### 2.10. Donor Vector Construction

Donor vectors containing expression units for AcGFP1 or zeocin resistance (ZeoR) were constructed using PCR, a HiFi Assembly kit (New England BioLabs, Ipswich, MA, USA) and a Zero Blunt TOPO PCR cloning kit (Thermo Fisher Scientific, Waltham, MA, USA). As a PCR template, the AcGFP1 or ZeoR expression unit of a previously constructed vector, pPv121-AcGFP1-Pv121-ZeoR, was used [21]. Primers in the PCR included the gRNA-target and 40 bp homology sequences of each knock-in site. PCR products were cloned into pCR4 Blunt-TOPO (Thermo Fisher Scientific, Waltham, MA, USA); all primer sequences and vector names are listed in Table S3.

Targeted integration at the Chr1:21164645#9 site was performed using donor vectors containing the bidirectional AcGFP1 and HaloTag expression unit and different homology arms (all PCR primers are listed in Table S4). Donor vectors were constructed using PCR, a HiFi Assembly kit (New England BioLabs) and a DNA Ligation Kit Mighty Mix (Takara Bio), based on pCR4-Pv.00443#1-P2A-GCaMP3 and pCRII-Pv.00443#1-P2A-AcGFP1-P2A-ZeoR [18]. The former vector was digested with SpeI and NotI. The 3910 bp backbone vector and the following two PCR fragments were assembled: (i) the 1000-base left homology arm with the gRNA-target sequence and SpeI site at the 5′- and 3′-end, respectively; (ii) the 1000-base right homology arm with the NotI site and the gRNA-target sequence at the 5′- and 3′-end, respectively. In the HiFi assembly, the original SpeI and NotI sites of pCR4-Pv.00443#1-P2A-GCaMP3 were eliminated. The assembled vector was named pCR4-21164645#9_1kbpHA-SpeI_NotI, and further used as a PCR template to make PCR fragments with the 40–750 base homology arms. The PCR products were inserted into the digested 3910 bp backbone vector (pCR4-21164645#9_40bpHA-SpeI_NotI, pCR4-21164645#9_125bpHA-SpeI_NotI, pCR4-21164645#9_250bpHA-SpeI_NotI, pCR4-21164645#9_500bpHA-SpeI_NotI, pCR4-21164645#9_750bpHA-SpeI_NotI). In the case of the vector without a homology arm, AcGFP1 was used as a PCR template, which provided a sufficient length of fragment for HiFi assembly in the next step. A SpeI site and the gRNA-target sequence were added at the 5′-end of the fragment, while a NotI site and the gRNA-target sequence were added at the 3′-end. The PCR product was inserted into the digested 3910 bp backbone vector (pCR4-21164645#9_0bpHA-SpeI_AcGFP1_NotI).

Next, pCRII-Pv.00443#1-P2A-AcGFP1-P2A-ZeoR was digested with HindIII and XbaI. The 3407 bp backbone vector and the following two PCR fragments were assembled: (i) the 121 promoter-controlled HaloTag expression unit with a SpeI site at the 5′-end, (ii) the 121 promoter-controlled AcGFP1 expression unit with a NotI site at the 3′-end. The assembled vector was named pCRII-SpeI-HaloTag-121-121-AcGFP1-NotI.

Lastly, pCR4-21164645#9_0bpHA-SpeI_AcGFP1_NotI, pCR4-21164645#9_40bpHA-SpeI_NotI, pCR4-21164645#9_125bpHA-SpeI_NotI, pCR4-21164645#9_250bpHA-SpeI_NotI, pCR4-21164645#9_500bpHA-SpeI_NotI, pCR4-21164645#9_750bpHA-SpeI_NotI, and pCRII-SpeI-HaloTag-121-121-AcGFP1-NotI were digested with SpeI and NotI and ligated. The vectors were named pCR4-21164645#9_0bpHA-HaloTag-121-121-AcGFP1, pCR4-21164645#9_40bpHA-HaloTag-121-121-AcGFP1, pCR4-21164645#9_125bpHA-HaloTag-121-121-AcGFP1, pCR4-21164645#9_250bpHA-HaloTag-121-121-AcGFP1, pCR4-21164645#9_500bpHA-HaloTag-121-121-AcGFP1, pCR4-21164645#9_750bpHA-HaloTag-121-121-AcGFP1, pCR4-21164645#9_1kbpHA-HaloTag-121-121-AcGFP1 (the complete sequences are shown in Data S2–S8).

### 2.11. Transfection and Site-Specific Transgene Knock-In and Establishment of Clonal Cell Lines

Transfection for site-specific knock-in was carried out using a NEPA21 Super Electroporator (Nepa Gene, Chiba, Japan) as described previously [21]. In total, 5 μg each of the gRNA- and SpCas9-expression vectors plus 0.03 pmol each of donor vectors were transfected into Pv11 cells. Five days after transfection, the cells at a density of 1 × 10^5^ cells per mL were treated with 400 μg/mL zeocin. After the zeocin selection, the medium was changed to complete IPL-41 medium, and the cells were incubated for an additional two weeks. To establish clonal cell lines, single cell sorting was performed, using a MoFlo Astrios cell-sorter (Beckman Coulter Life Sciences), as described in Section 2.2. The sorted and the feeder cells were grown in the complete IPL-41 medium without zeocin for two weeks and then treated with zeocin for two weeks to eliminate the feeder cells. Once the establishment of clonal cell lines was confirmed, they were cultured in the complete IPL-41 medium without zeocin. A portion of each cell line was cryopreserved with CELLBANKER 1plus (Takara Bio). The remaining cells were passaged over one year in the complete IPL-41 medium without zeocin. Hence, cell lines cultured continuously for more than one year, the above-mentioned cryopreserved cells thawed and cultured for only three weeks, and intact Pv11 cells were used to analyze the expression level of AcGFP1 protein by the cell-sorter and cell phenotypes of survival rate and proliferation ability.

### 2.12. Optimization of the Homology Arm Length for Maximum Knock-In Efficiency

For knock-in of both HaloTag and AcGFP1 expression units at Chr1:21164645, 0.03 pmol of a donor vector containing the expression units were transfected with 5 μg each of the gRNA- and SpCas9-expression vectors plus 0.03 pmol of a donor vector containing the ZeoR expression unit with 40 bp homology arms. Five days after transfection, the cells at a density of 1 × 10^5^ cells per mL were treated with 400 μg/mL zeocin. After 10 days in culture with zeocin selection, the cells were subjected to flow cytometry analysis by a CytoFLEX S (Beckman Coulter Life Sciences). For HaloTag labeling, HaloTag TMRDirect Ligand (Promega, Fitchburg, WI, USA) was added to the medium 16 h before the analysis. The fluorescence of DAPI, AcGFP1, and HaloTag TMRDirect Ligand was detected by excitation with a 405, 488, and 561 nm laser, respectively.

### 2.13. Statistical Analysis

All data were expressed as mean ± standard deviation (SD). Differences between two groups were examined for statistical significance using Student’s *t*-test. Statistical significance among more than three groups was examined by ANOVA followed by a Tukey post-hoc test. A *p*-value < 0.05 denoted a statistically significant difference. GraphPad Prism 8 software (GraphPad, San Diego, CA, USA) was used for the statistical analyses.

## 3. Results

### 3.1. Cloning Subpopulations with Improved Anhydrobiotic Ability from a KH Cell Pool

To isolate clonal KH cell subpopulations, single-cell sorting was performed (Figure 1A). We acquired two cell lines, B2 and 4C, whose survival rates after rehydration were higher than the original KH cells (Figure 1B). The proliferation rates of B2 and 4C were the same and faster than that of KH cells, respectively, although all KH-derived cells grew more slowly than wild-type Pv11 cells (Figure 1C). Thus, the two cell lines displayed a less-impaired phenotype than the original KH cells.

### 3.2. Genome-Wide Analysis and Identification of the Integration Sites in B2 and 4C Lines

Next, to identify the integration sites in the two cell lines, high-molecular-weight genomic DNA was extracted (Figure S1). DNA libraries were prepared and sequenced with a MinION sequencer (Table S5). As illustrated in Figure 2A, fragmented plasmid sequences were detected throughout the whole genome (Figure 2B, and Table S6). In contrast, the AcGFP1 expression unit was detected only on chromosome 1 (Chr1; Figure 2B,C, and Data S9 and S10) in both clones. Three of these integration sites, Chr1:280397, Chr1:21155382 and Chr1:21164645, were located in intergenic regions, while a fourth, Chr1:21143572, was located in the intron of transcription unit, *g12121*, whose expression is relatively low in Pv11 cells (Figure 2C, and Table S7, accession number GSE171333 [17]).

### 3.3. Identification of Genomic Safe Harbors in Pv11

Next, we examined whether genomic integration at the above sites affects the anhydrobiotic ability or proliferation rate of the corresponding cells. As shown in Figure 3A, AcGFP1 and ZeoR expression units were inserted individually into each genomic site in wild-type Pv11 cells by the CRIS-PITCh method [17,18,22]. Although precise integration was not achieved at Chr1:280397 (Figure S2), the other three sites allowed exogenous DNA integration as designed, and this was confirmed by Sanger sequencing (Data S11–S16). The knock-in cell lines displayed similar desiccation survival rates and proliferation rates to wild-type Pv11 cells (Figure 3B,C). Therefore, the three sites, Chr1:21143572, Chr1:21155382, and Chr1:21164645, were identified as potential GSHs in Pv11.

We then checked the stability of the protein expression level and the cellular phenotypes in a knock-in cell line with a copy of AcGFP1 at Chr1:21164645. The cells were grown for more than one year and, as shown in Figure 4, long-term culture had no effect on AcGFP1 fluorescence intensity (Figure 4A), nor the anhydrobiotic ability (Figure 4B) and proliferation rate (Figure 4C) of the cells.

### 3.4. Construction of a GOI Knock-In System for Pv11

Next, we attempted to construct a gene-of-interest (GOI) expression system at the Chr1:21164645 site. A donor vector containing bidirectional HaloTag and AcGFP1 expression unit was designed, the former as an example of a GOI, and the latter as a marker of successful integration (Figure 5A). In our first attempt, a 40 bp homology arm length was used as shown in Figure 3 and described in previous studies [17,18,22]. However, the integration efficiency was low (7.1 ± 1.3% of the target cells were HaloTag^+^/AcGFP1^+^ cells; Figure 5B,C), possibly because the insert size was much longer than the homology arm length. Therefore, to determine the optimal homology arm length for this knock-in system, we constructed a series of donor vectors with bidirectional HaloTag and AcGFP1 expression unit flanked by homology arms of various lengths (from 0 to 1000 bp, Data S2–S8; Figure 5A). Each of these donor vectors was transfected with the previously used construct containing the ZeoR expression unit (Figure 3), and after zeocin selection the protein expression levels of HaloTag and AcGFP1 were analyzed (Figure 5B). There was no significant difference in the knock-in efficiencies of the 250, 500, 750, and 1000 bp HA groups (23.7 ± 2.7%, 26.0 ± 2.6%, 26.0 ± 4.3%, and 25.6 ± 2.9% of cells were HaloTag^+^/AcGFP1^+^, respectively), but the 0, 40, and 125 bp HA groups all gave a lower knock-in efficiency (8.8 ± 2.4%, 7.1 ± 1.3%, and 20.7 ± 1.7% of cells were HaloTag^+^/AcGFP1^+^, respectively; Figure 5C). Thus, a homology arm length greater than 250 bp is needed for efficient knock-in of the GOI expression construct at the Chr1:21164645 site.

To check whether the GOI knock-in construct affects anhydrobiosis and cell proliferation, a clonal HaloTag- and AcGFP1-positive cell line was established, and the genotype and phenotype were analyzed. Sanger sequencing of the genome showed precise integration of the donor vector as designed in Figure 5A (Data S17–S19), while the cells exhibited the same anhydrobiotic ability and proliferation rate as wild-type Pv11 cells (Figure S3).

## 4. Discussion

The major achievements of the current study are: (i) identification of GSHs in Pv11 cells and (ii) the construction of a basic knock-in system at one of the GSHs, Chr1:21164645. To identify GSHs in Pv11 cells, a transgenic cell pool obtained by random integration was used as source material, and two clonal cell lines with less-impaired phenotypic differences than the overall cell population were established. Whole-genome sequencing was performed on the cell lines, identifying four potential GSHs that were then used for knock-in experiments. At three of these sites, precise Cas9-mediated integration was achieved, and all three sites fulfilled the GSH criteria, i.e., there were no deleterious effects on anhydrobiotic ability or proliferation rate following knock-in. Furthermore, one of the GSHs, Chr1:21164645, maintained the function of the integrated gene after more than one year in culture and this site was subsequently used to construct a GOI-expression system. The resources generated in this study should be useful for advancing our understanding of anhydrobiosis, but also for biotechnological applications of Pv11 cells.

We previously reported a method to stably express GOIs in Pv11 cells [17,18]. The method exploits the high-expression system of the endogenous *Pv.00443* gene (as known as *g7775*): GOI coding sequences plus P2A are knocked into the 5′-flanking site of the stop codon of *Pv.00443* resulting in polycistronic expression. Although this approach is appropriate for constitutive expression of GOIs, it cannot be applied to integration of artificial expression units, for example, inducible gene expression systems [23], such as the Tet-On inducible expression system we previously developed in Pv11 cells [24]. Knocking in the system will be invaluable for tight control of the expression of proteins that inhibit the growth rate in Pv11 cells, and thus will facilitate the use of Pv11 cells as water-free storage containers for proteins. Another example is small RNA-expression systems including RNA Polymerase III promoters [25]. Polymerase III promoters have often been used to express shRNAs and gRNAs and can also be used for genome-wide screening [26,27]. Thus, our finding of GSHs in Pv11 cells will be of great benefit in further revealing the molecular mechanisms underlying anhydrobiosis.

We constructed a basic vector to knock-in a GOI at the Chr1:21164645 site (Figure 4) and found that homology arm lengths of 250–500 bp were sufficient for maximum knock-in efficiency. However, this efficiency was still only around 25%. To increase the efficiency, further modification of the knock-in system might be attempted, for example, by inhibition of some protein activities associated with the specific repair of DNA double-strand breaks [28]. Indeed, a recent study reported a drastic shift from non-homologous end joining-/microhomology-mediated end joining-mediated repair processes to a homology-directed repair-mediated process by inhibition of DNA polymerase θ and DNA-dependent protein kinase, which led to a huge improvement in knock-in efficiency [29]. Such methods might also enable simultaneous insertion of exogenous DNAs into multiple GSH sites, or multi-copy integration at the same location, which can lead to increased recombinant protein production in a cell. Thus, improving the efficiency of our knock-in system may be a key factor in biotechnological applications of Pv11 cells.

Exogenous gene integration into genomic sites can occasionally cause changes in genomic structure or gene expression pattern, which in turn can cause alteration in cellular phenotypes (e.g., oncogenesis) [1]. Such phenotypic changes are a major concern, especially in human gene therapy applications [1]. In general, global gene expression patterns are assessed to confirm that the likelihood of any potential phenotypic changes in the future is low [3,10]. In other words, the most important point is whether the intrinsic cellular phenotypes can be maintained after transgenesis. Although we did not examine the gene expression patterns of the transgenic cell lines, intrinsic characteristics of Pv11 cells, namely the ability to anhydrobiosis and proliferation, were maintained even after one year in the cell lines (Figure 3 and Figure 4). Hence, we believe that the current results are sufficient to derive our conclusion.

To begin to understand why the three sites, Chr1:21143572, Chr1:21155382, and Chr1:21164645, behave as GSHs in Pv11 cells, we acquired ATAC-seq data (GEO ID: GSE190481) to assess chromatin accessibility. 

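ATAC-seq uses a transposase that cuts accessible DNA and attaches sequencing adapters to it, so that stretches of open chromatin collect more fragments than closed ones and are called as peaks. Libraries were made from Pv11 cells in normal culture (n = 3) and from Pv11 cells kept in 600 mM trehalose for 48 h (n = 3), the treatment that prepares these cells for desiccation. The authors deposited a single list of 12035 peaks for the experiment. It names no library and no condition, so the values are one set for the experiment, without replicates and without a comparison of normal culture with trehalose. For each peak the list gives a start and an end, an area, a score, and the -log10 of a p-value and of a q-value, all as the authors' peak caller wrote them. What quantity the area sums over the peak is not given in the sources used here, so it was used only to describe, rank and filter peaks within the list. The aligner, the read filters, the genome build, the threshold of the caller and which of the libraries entered are not given in the sources used here, and the sequencing depth is unknown. The median width was 514 bp (25th percentile 293 bp, 75th percentile 978 bp) and the median area was 1296. The score was held at its upper limit of 1000 in 10677 peaks and was therefore not used to rank them. The largest q was 0.0029. The 21 unique integration sites of Table S6 were placed on this list by their coordinates, which assumes that the paper and the list number the chromosomes alike, and the distance of each site to the edge of the nearest peak was taken, with 0 bp inside a peak. Counts and distances were compared with 100000 random shifts in which the sites of a chromosome moved together around it, so that their spacing was kept. The length of a chromosome was taken as the end of its last peak.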

Figure S4 shows that the integration sites of the fragmented plasmid are in or near ATAC-seq peaks, which suggests that random integration of exogenous DNAs is most likely to occur in open chromatin regions. However, we cannot otherwise find any specific features of the GSH regions, such as larger or more consecutive ATAC-seq peaks, that might provide further clues. 

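Of the 21 integration sites, 5 were inside a peak, or 23.8% (exact Clopper-Pearson 95% confidence interval 8.22% to 47.2%, for counting error only). Shifted sites fell inside a peak 1.96 times on average, and the central 95% of the shifts gave 0 to 5 (two-sided permutation test, p = 0.127). Within 1 kb of a peak there were 8 sites, against 4.74 after shifts (p = 0.235, same permutation test). The median distance to the nearest peak was 2941 bp, against a median of 5830 bp after shifts (p = 0.304, same permutation test). After Benjamini-Hochberg adjustment over these 3 tests each p was 0.304, so none of the differences was past a threshold of 0.05. All 3 leaned towards peaks. With 21 sites, at least 6 inside a peak or 11 within 1 kb were needed to pass even before adjustment. The tests therefore neither show an excess near peaks nor exclude one. Leaving out the 4 GSH candidates gave the highest p for both counts: of the other 17 sites, 3 were inside a peak against 1.59 after shifts (permutation p = 0.455) and 5 were within 1 kb against 3.84 (permutation p = 0.696). With the 17 sites of the B2 line alone, 5 were inside a peak against 1.59 (permutation p = 0.0451), and with the 11 sites of 4C alone 4 were, against 1.03 (permutation p = 0.0593). The clones share 7 positions, and the 4 sites of 4C inside a peak are all among the 5 of B2. The results of the clones are therefore not independent of each other. With near read as 5 kb, 16 sites were near a peak against 9.81 after shifts (permutation p = 0.0396), and within 10 kb there were also 16, against 13.1 (permutation p = 0.408). The sites are not independent of each other, since the 5 sites inside a peak lie in 4 peaks and the sites form 16 loci when those within 10 kb are merged. From the position of the sites in or near peaks in Figure S4, the paper proposes that random integration of exogenous DNA is most likely in open chromatin. Read by eye, the panels of that figure compare normal culture with trehalose, whereas the list names no condition. The peaks tested here may therefore differ from those the figure draws.

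**Figure D1:**
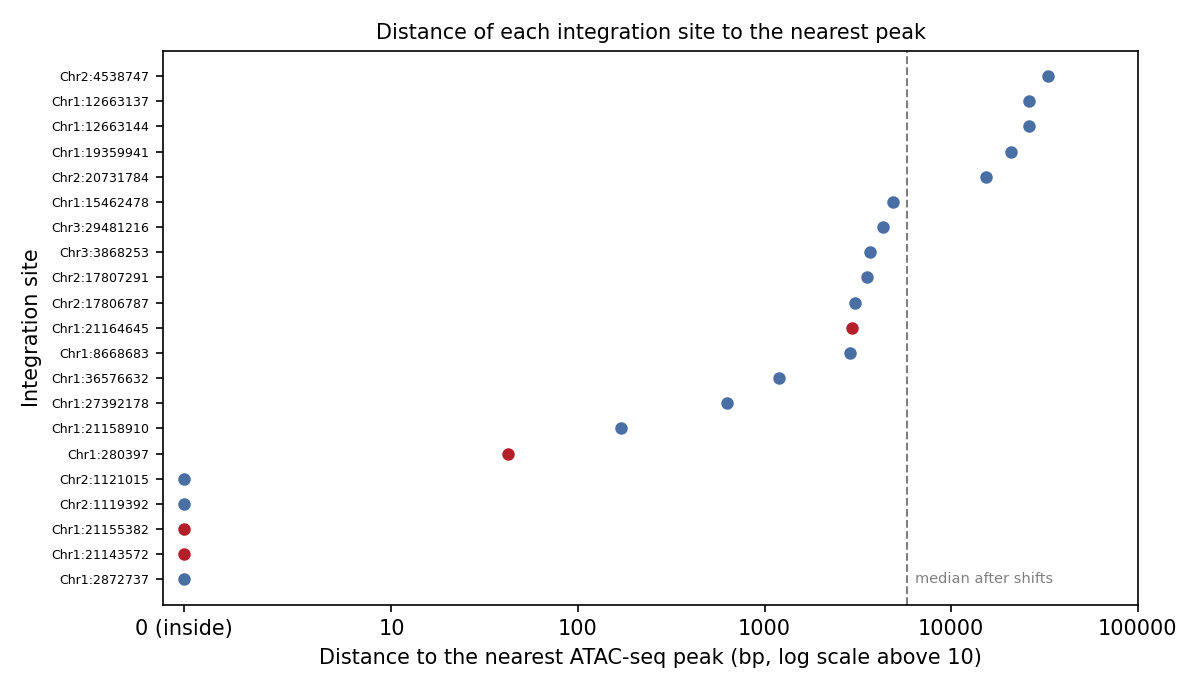
Distance in bp from each of the 21 integration sites to the nearest ATAC-seq peak, on an axis that is logarithmic above 10 bp, with sites inside a peak at 0 bp. Red points are the 4 GSH candidates, blue points the other sites, and the dashed line is the median distance after random shifts, 5830 bp; 5 sites lie at 0 bp and 5 lie further than 10 kb from a peak.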

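The region of the 3 GSHs was taken as 100 kb of chromosome 1, from 21104109 to 21204108, and set beside 116981 windows of the same length in steps of 1 kb over the 4 chromosomes. Each two-sided p comes from the exact rank of the region among these windows, as 2 times the smaller of the shares of windows at least as high and at least as low; the windows overlap, so it describes the place of the region and does not come from independent samples. The region held 10 peaks against a median of 9 (exact rank, p = 0.942). Its longest run of peaks at most 1000 bp apart had 3 peaks, and the median was also 3 (exact rank, p = 1). Peaks covered 21778 bp of the region against a median of 5977 bp, and 8.57% of windows had as much or more (exact rank, p = 0.171). The widest peak was 7780 bp against a median of 1624 bp, and 3.56% of windows held one as wide (exact rank, p = 0.0712). After Benjamini-Hochberg adjustment over these 4 tests the p of the widest peak was 0.285 and that of the covered length 0.343. For the covered length and the widest peak, the window length moved p most. In a window of 20 kb, peaks covered 13984 bp (exact rank, p = 0.0136) and the widest peak had p = 0.0205, while in a window of 500 kb the p-values were 0.521 and 0.309. The window of 20 kb is shorter than the 21073 bp between the outer GSHs and holds only 1 of the 3, Chr1:21155382. It also takes in part of the peak around Chr1:21143572, whose bases count in the covered length. Chr1:21143572 was inside a peak of 5604 bp from 21142629 to 21148232, whose area of 67707 was exceeded or equalled by 50 peaks of the list, itself included. Chr1:21155382 was inside the peak of 7780 bp, from 21148734 to 21156513, and 40 peaks of the list were at least as wide. Chr1:21164645 was in no peak. Its nearest peak began 2941 bp away, at 21167586, and had an area of 283, in a stretch of 8845 bp without a peak.

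**Figure D2:**
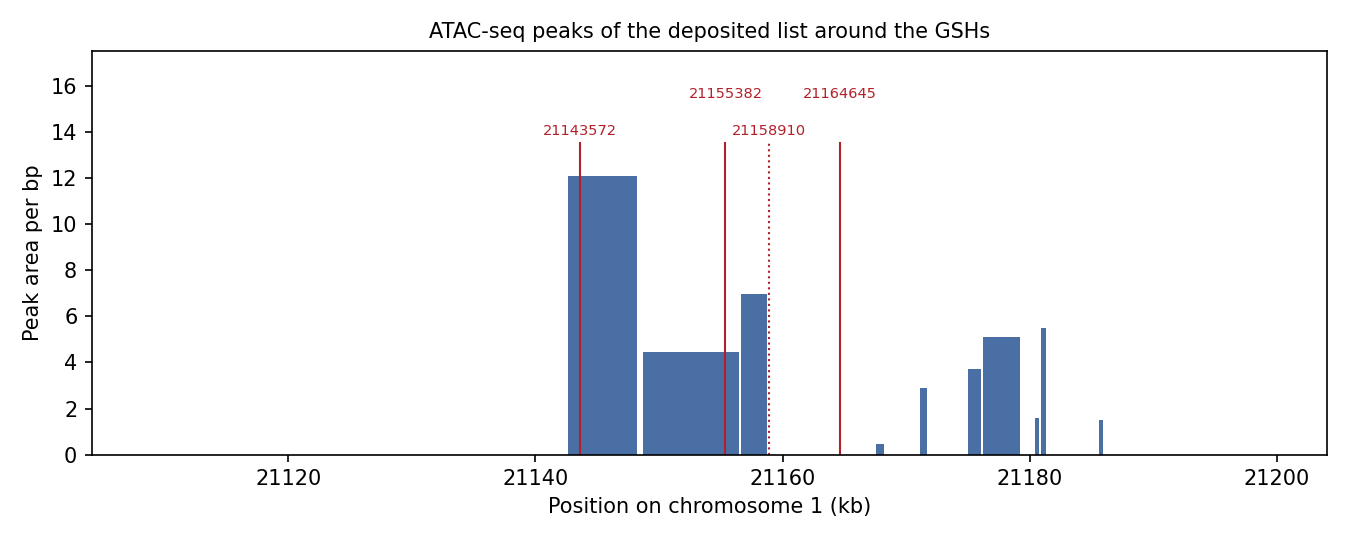
Peaks of the deposited list on chromosome 1 from 21104109 to 21204108, drawn to scale in kb, with the height of each bar giving the peak area per bp. Solid red lines mark the 3 GSHs and the dotted line the integration site Chr1:21158910; the first 2 GSHs lie inside wide peaks and Chr1:21164645 lies between peaks.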

Further examination of chromatin conformation analysis may be needed, for example, using 5C and Hi-C methods [30,31]. These techniques detect active or inactive chromatin compartments on a genome-wide scale, and the information would help settle the question of why GSHs in Pv11 cells locate in a specific region of Chr1.

## 5. Conclusions

We identified GSHs in Pv11 cells that, when used for exogenous gene integration, had no effect on two phenotypes tested: anhydrobiotic ability and proliferation rate. Testing of cells obtained using one of the GSHs showed that the integrated gene functioned as designed. Furthermore, we constructed a basic tool kit to knock-in a GOI expression unit at this GSH. These resources will facilitate further genome engineering strategies, such as an inducible-expression system, and contribute to advancements in basic biology and applied biotechnology in Pv11 cells.

## Figures and Tables

**Figure 1:**
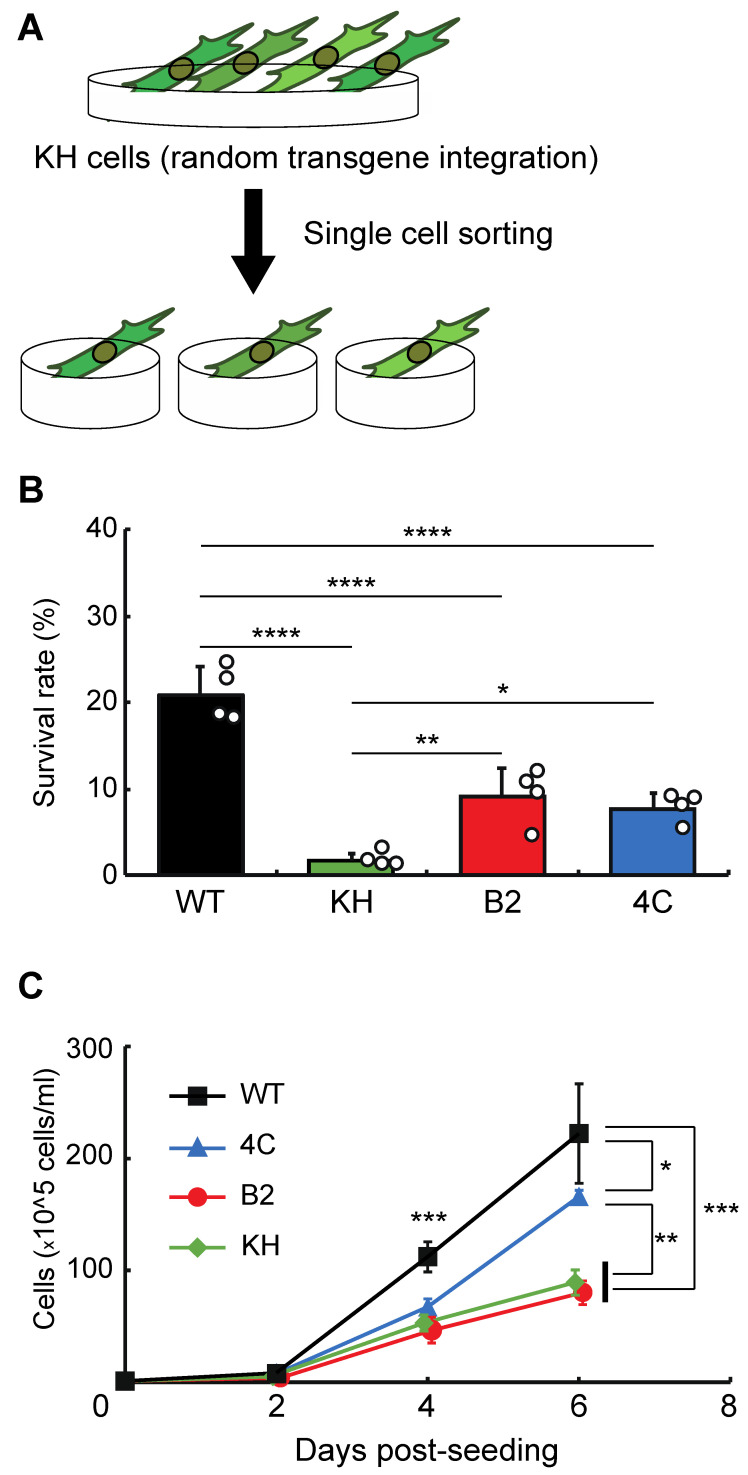
Selection of clonal cell lines from the KH cell pool. (**A**) The experimental scheme is shown. To establish clonal cell lines from KH cells, single-cell sorting was performed. (**B**) The survival rates after desiccation–rehydration treatment of the clonal cell lines, B2 and 4C, are shown. (**C**) The proliferation rates of the B2 and 4C cell lines are shown. Values are expressed as mean ± standard deviation (SD); n = 4 in each group. **** *p* < 0.0001; *** *p* < 0.001; ** *p* < 0.01; * *p* < 0.05.

**Figure 2:**
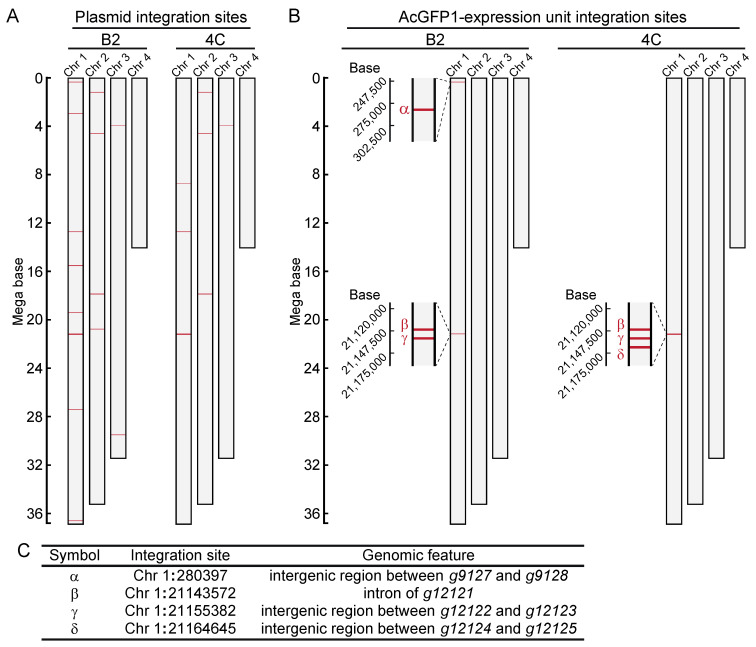
Genome-wide analysis of integration sites of the exogenous plasmid sequence in clonal cell lines, B2 and 4C. (**A**) Integration sites of the plasmid sequence are shown. (**B**) Integration sites of the AcGFP1-expression unit are shown. (**C**) Identified GSH candidates are listed, and their genomic features are described.

**Figure 3:**
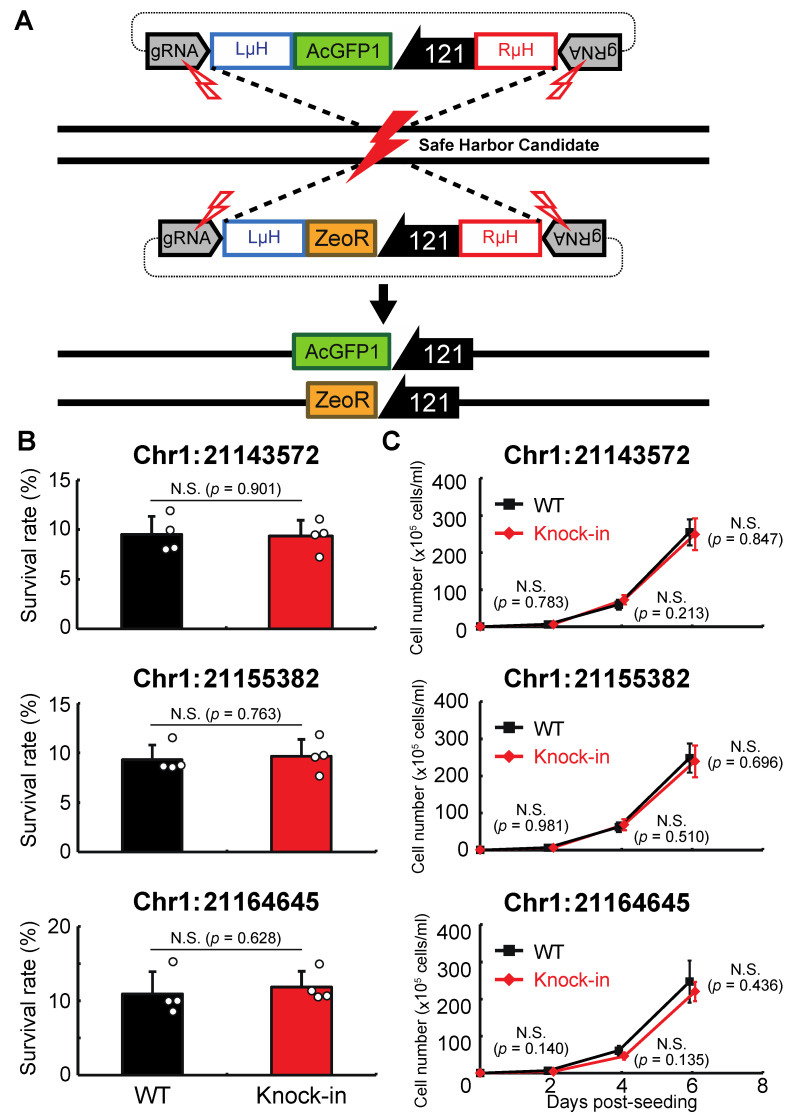
Integration of the expression units of AcGFP1 and zeocin-resistance (ZeoR) genes into GSH candidates. (**A**) The knock-in scheme for AcGFP1 and ZeoR expression units is shown; the donor vectors harboring AcGFP1 and ZeoR genes under control of the 121 promoter were transfected into Pv11 cells. (**B**) The survival rate after desiccation–rehydration treatment is shown for each knock-in cell line. (**C**) The proliferation rate of the knock-in cell lines is shown. Values are expressed as mean ± SD; n = 4 in each group. N.S., not significant.

**Figure 4:**
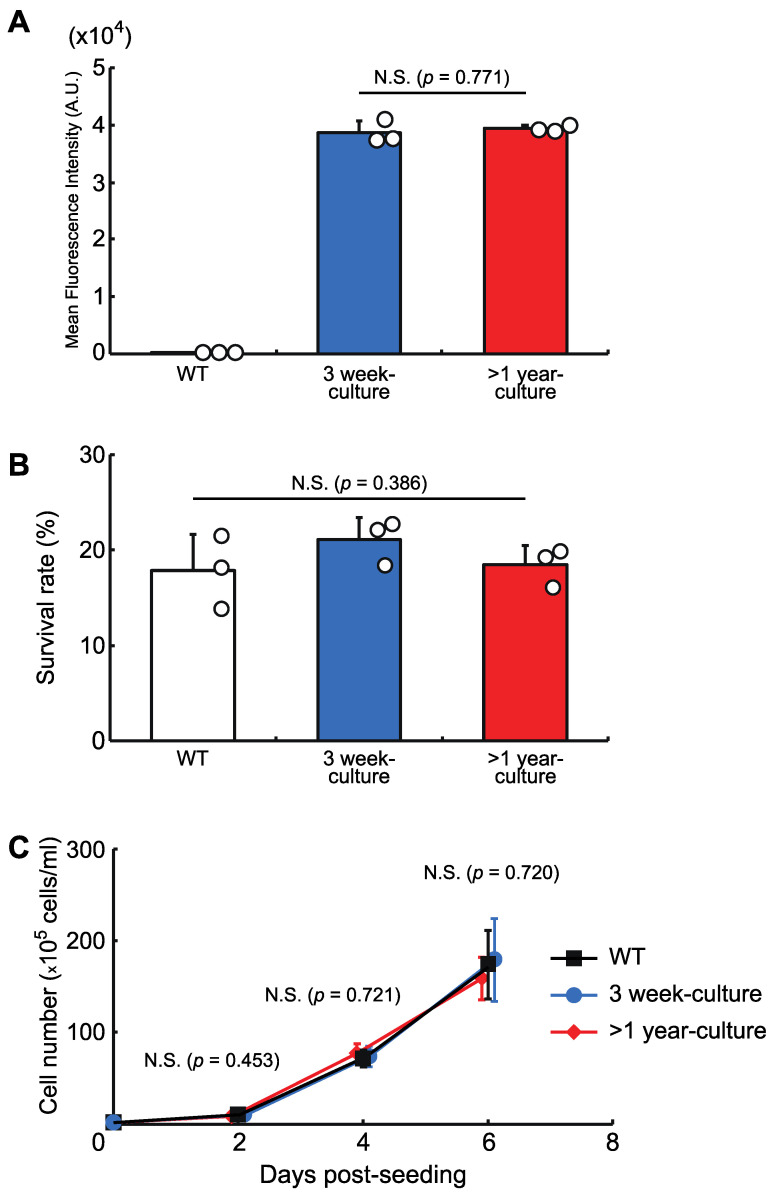
The effects of long-term culture after knock-in at the GSH, Chr1:21164645. (**A**) AcGFP1-expression stability after more than one year in culture without zeocin. (**B**) Cell survival rate following desiccation–rehydration treatment after more than one year in culture without zeocin. (**C**) Cell proliferation rate after more than one year in culture without zeocin. Values are expressed as mean ± SD; n = 3 in each group in (**A**,**B**); n = 4 in each group in (**C**). N.S., not significant.

**Figure 5:**
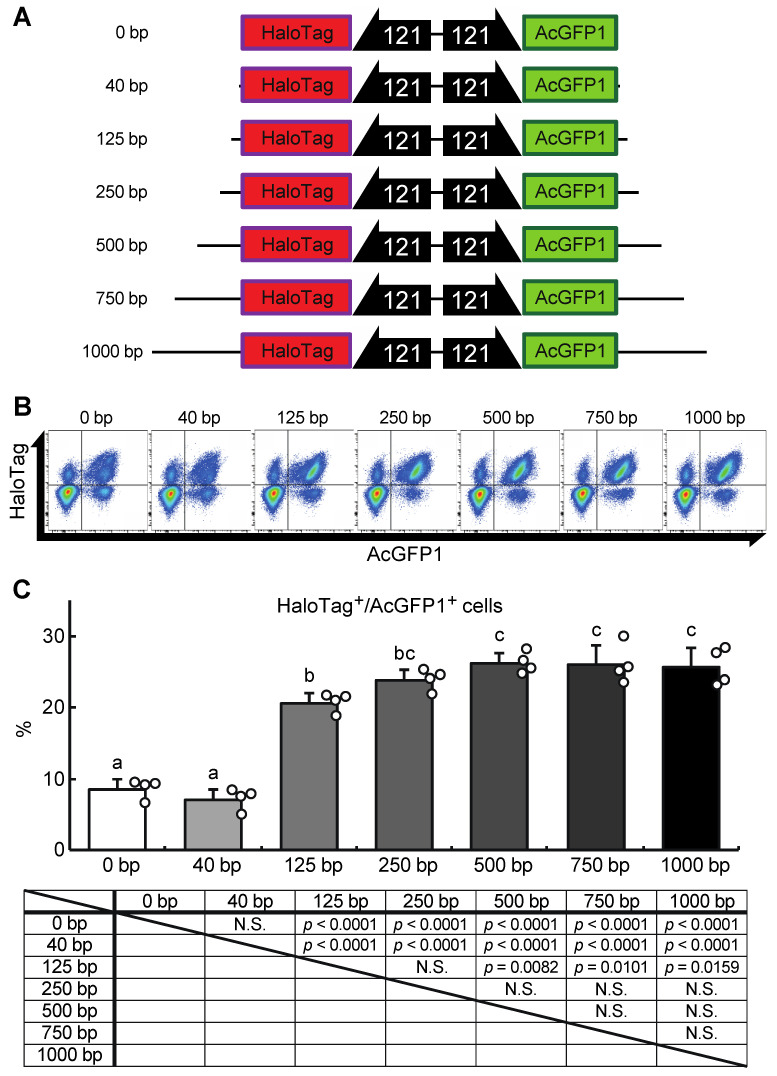
A donor vector construct for GOI expression and optimization of the homology arm length for maximum knock-in efficiency at the Chr1:21164645 site. (**A**) Schematic outline of donor vectors with different homology arm lengths in the range 0–1000 bp. (**B**) Representative dot plot data of transfected cells after zeocin selection showing AcGFP1 and HaloTag fluorescence. (**C**) The proportions of AcGFP1^+^ and HaloTag^+^ cells in the live-cell population analyzed using a flow cytometer after 10 days in culture with zeocin selection, and the result of the statistical analysis. Values are expressed as mean ± SD; n = 4 in each group. N.S., not significant. Different letters above each bar indicate significant differences among groups at *p* = 0.05 as shown in the statistical analysis. The darker shade indicates the longer homology arm length.

## Data Availability

Raw sequencing data of the whole-genome libraries and the ATAC-seq generated in this study are available at NCBI GEO under accession number GSE190481 (token: qvslwuusvrihjyt).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes13030406/s1, Figure S1: Agarose gel electrophoresis image of extracted genomic DNAs, Figure S2: Agarose gel electrophoresis image of genomic PCR in knock-in cell lines at the Chr1:280397 site, Figure S3: Anhydrobiotic ability and proliferation rate in cells produced by knock-in of a GOI-expression unit, Figure S4: Visualization of ATAC-seq peaks, Table S1: Oligo DNA sequences for construction of gRNA-expression vectors, Table S2: Primers for genomic DNA sequencing, Table S3: Primers for construction of the donor vectors in Figure 3, Table S4: Primers for construction of the donor vectors used in Figure 5, Table S5: Number of reads in the course of the analysis, Table S6: Integration sites of the fragmented plasmid sequences, Table S7: TPM values of genes around GSHs with annotations, Data S1: Complete sequence of the transfected plasmid in KH cells, Data S2–S8: Complete sequences of the plasmids used in Figure 4, Data S9 and S10: Raw reads of MinION sequencing relating to Figure 2B, Data S11–S19: Genome sequences of knock-in cell lines shown in Figure 3 and Figure 4.

## References

[1] Papapetrou E.P., Schambach A. (2016). Gene insertion into genomic safe harbors for human gene therapy. Mol. Ther..

[2] Cantos C., Francisco P., Trijatmiko K.R., Slamet-Loedin I., Chadha-Mohanty P.K. (2014). Identification of “safe harbor” loci in indica rice genome by harnessing the property of zinc-finger nucleases to induce DNA damage and repair. Front. Plant Sci..

[3] Brady J.R., Tan M.C., Whittaker C.A., Colant N.A., Dalvie N.C., Love K.R., Love J.C. (2020). Identifying improved sites for heterologous gene integration using ATAC-seq. ACS Synth. Biol..

[4] Shin S., Kim S.H., Shin S.W., Grav L.M., Pedersen L.E., Lee J.S., Lee G.M. (2020). Comprehensive analysis of genomic safe harbors as target sites for stable expression of the heterologous gene in HEK293 cells. ACS Synth. Biol..

[5] Hilliard W., Lee K.H. (2021). Systematic identification of safe harbor regions in the CHO genome through a comprehensive epigenome analysis. Biotechnol. Bioeng..

[6] Pellenz S., Phelps M., Tang W., Hovde B.T., Sinit R.B., Fu W., Li H., Chen E., Monnat R.J. (2019). New human chromosomal sites with “safe harbor” potential for targeted transgene insertion. Hum. Gene Ther..

[7] Gurumurthy C.B., Lloyd K.C.K. (2019). Generating mouse models for biomedical research: Technological advances. Dis. Models Mech..

[8] Kawabe Y., Komatsu S., Komatsu S., Murakami M., Ito A., Sakuma T., Nakamura T., Yamamoto T., Kamihira M. (2018). Targeted knock-in of an scFv-Fc antibody gene into the hprt locus of Chinese hamster ovary cells using CRISPR/Cas9 and CRIS-PITCh systems. J. Biosci. Bioeng..

[9] Larsen J.S., Karlsson R.T.G., Tian W., Schulz M.A., Matthes A., Clausen H., Petersen B.L., Yang Z. (2020). Engineering mammalian cells to produce plant-specific N-glycosylation on proteins. Glycobiology.

[10] Papapetrou E.P., Lee G., Malani N., Setty M., Riviere I., Tirunagari L.M., Kadota K., Roth S.L., Giardina P., Viale A. (2011). Genomic safe harbors permit high beta-globin transgene expression in thalassemia induced pluripotent stem cells. Nat. Biotechnol..

[11] Hamaker N.K., Lee K.H. (2018). Site-specific integration ushers in a new rra of precise CHO cell line engineering. Curr. Opin. Chem. Eng..

[12] Lee J.S., Park J.H., Ha T.K., Samoudi M., Lewis N.E., Palsson B.O., Kildegaard H.F., Lee G.M. (2018). Revealing key determinants of clonal variation in transgene expression in recombinant CHO cells using targeted genome editing. ACS Synth. Biol..

[13] Watanabe K., Imanishi S., Akiduki G., Cornette R., Okuda T. (2016). Air-dried cells from the anhydrobiotic insect, *Polypedilum vanderplanki*, can survive long term preservation at room temperature and retain proliferation potential after rehydration. Cryobiology.

[14] Cornette R., Kikawada T. (2011). The induction of anhydrobiosis in the sleeping chironomid: Current status of our knowledge. IUBMB Life.

[15] Kikuta S., Watanabe S.J., Sato R., Gusev O., Nesmelov A., Sogame Y., Cornette R., Kikawada T. (2017). Towards water-free biobanks: Long-term dry-preservation at room temperature of desiccation-sensitive enzyme luciferase in air-dried insect cells. Sci. Rep..

[16] Sogame Y., Okada J., Kikuta S., Miyata Y., Cornette R., Gusev O., Kikawada T. (2017). Establishment of gene transfer and gene silencing methods in a desiccation-tolerant cell line, Pv11. Extremophiles.

[17] Tokumoto S., Miyata Y., Deviatiiarov R., Yamada T.G., Hiki Y., Kozlova O., Yoshida Y., Cornette R., Funahashi A., Shagimardanova E. (2021). Genome-wide role of HSF1 in transcriptional regulation of desiccation tolerance in the anhydrobiotic cell line, Pv11. Int. J. Mol. Sci..

[18] Miyata Y., Fuse H., Tokumoto S., Hiki Y., Deviatiiarov R., Yoshida Y., Yamada T.G., Cornette R., Gusev O., Shagimardanova E. (2021). Cas9-mediated genome editing reveals a significant contribution of calcium signaling pathways to anhydrobiosis in Pv11 cells. Sci. Rep..

[19] Gusev O., Suetsugu Y., Cornette R., Kawashima T., Logacheva M.D., Kondrashov A.S., Penin A.A., Hatanaka R., Kikuta S., Shimura S. (2014). Comparative genome sequencing reveals genomic signature of extreme desiccation tolerance in the anhydrobiotic midge. Nat. Commun..

[20] Guizard S., Piegu B., Bigot Y. (2016). DensityMap: A genome viewer for illustrating the densities of features. BMC Bioinform..

[21] Miyata Y., Tokumoto S., Sogame Y., Deviatiiarov R., Okada J., Cornette R., Gusev O., Shagimardanova E., Sakurai M., Kikawada T. (2019). Identification of a novel strong promoter from the anhydrobiotic midge, *Polypedilum vanderplanki*, with conserved function in various insect cell lines. Sci. Rep..

[22] Sakuma T., Nakade S., Sakane Y., Suzuki K.T., Yamamoto T. (2016). MMEJ-assisted gene knock-in using TALENs and CRISPR-Cas9 with the PITCh systems. Nat. Protoc..

[23] Kallunki T., Barisic M., Jaattela M., Liu B. (2019). How to choose the right inducible gene expression system for mammalian studies?. Cells.

[24] Tokumoto S., Miyata Y., Usui K., Deviatiiarov R., Ohkawa T., Kondratieva S., Shagimardanova E., Gusev O., Cornette R., Itoh M. (2020). Development of a Tet-On inducible expression system for the anhydrobiotic cell line, Pv11. Insects.

[25] Ma H., Wu Y., Dang Y., Choi J.G., Zhang J., Wu H. (2014). Pol III promoters to express small RNAs: Delineation of transcription initiation. Mol. Ther. Nucleic Acids.

[26] Crotty S., Pipkin M.E. (2015). In vivo RNAi screens: Concepts and applications. Trends Immunol..

[27] Yu J.S.L., Yusa K. (2019). Genome-wide CRISPR-Cas9 screening in mammalian cells. Methods.

[28] Yang H., Ren S., Yu S., Pan H., Li T., Ge S., Zhang J., Xia N. (2020). Methods favoring homology-directed repair choice in response to CRISPR/Cas9 induced-double strand breaks. Int. J. Mol. Sci..

[29] Arai D., Nakao Y. (2021). Efficient biallelic knock-in in mouse embryonic stem cells by in vivo-linearization of donor and transient inhibition of DNA polymerase theta/DNA-PK. Sci. Rep..

[30] Dekker J., Marti-Renom M.A., Mirny L.A. (2013). Exploring the three-dimensional organization of genomes: Interpreting chromatin interaction data. Nat. Rev. Genet..

[31] Belmont A.S. (2014). Large-scale chromatin organization: The good, the surprising, and the still perplexing. Curr. Opin. Cell Biol..

# Supplementary material for: Identification of Genomic Safe Harbors in the Anhydrobiotic Cell Line, Pv11
**Source:** Genes (Basel). 2022 Feb 24;13(3):406. doi: 10.3390/genes13030406
**Supplement:** Supplementary file 1

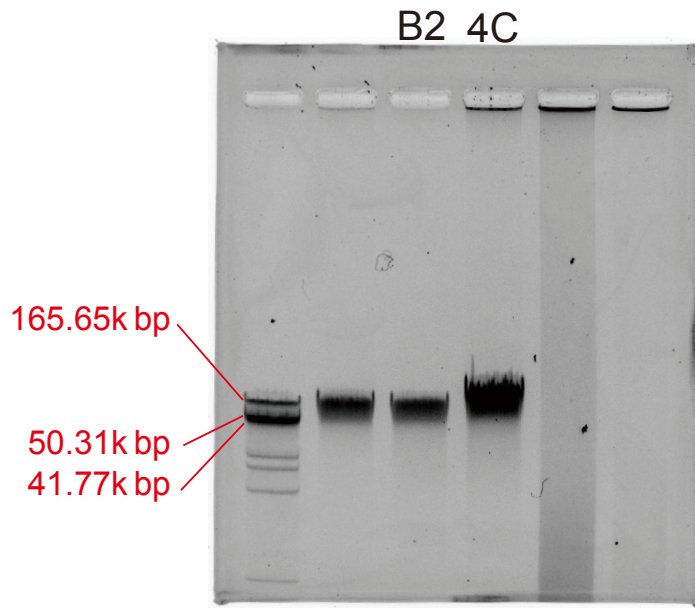

**Figure S1.** Agarose gel electrophoresis image of extracted genomic DNAs. Fragmented short DNAs were eliminated from the extracted DNAs, and the samples were subjected to library preparation and subsequent MinION sequencing.

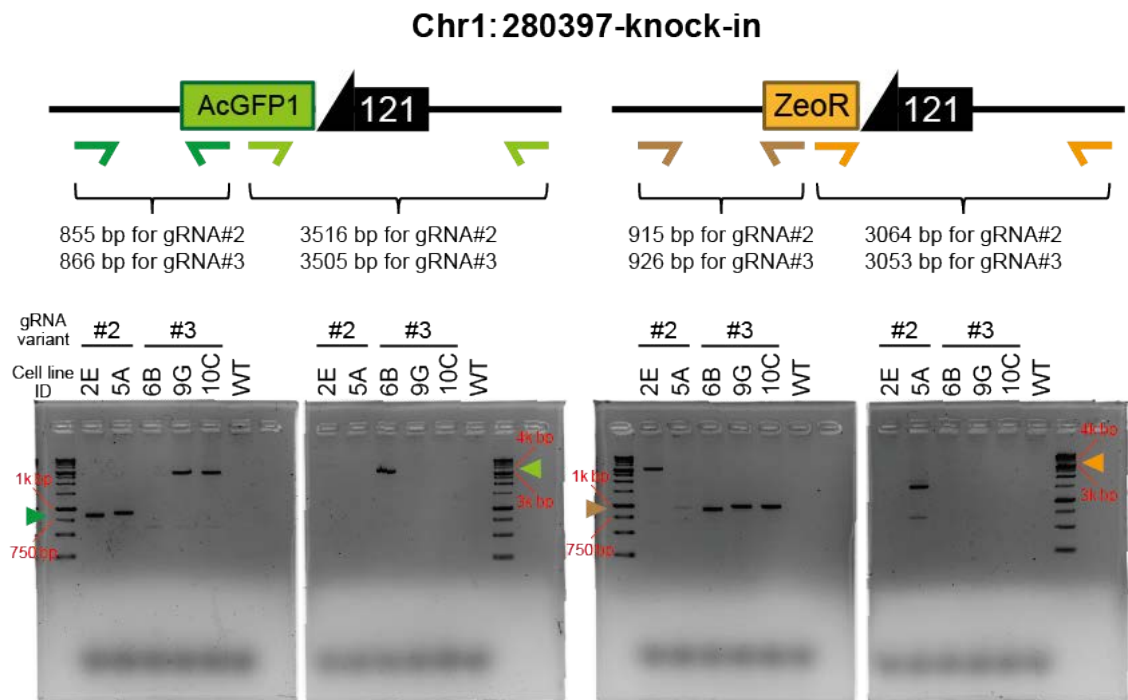

**Figure S2.** Agarose gel electrophoresis image of genomic PCR in knock-in cell lines at the Chr1:280397 site. Two types of gRNA-expression vectors were used for establishing the knock-in cell line at the Chr1:280397 site. Arrows with the same color indicate a primer set for the genomic PCR, and each expected band size was described below and shown on the gel with an arrow head.

### Chr1:21164645-HaloTag<sup>+</sup>/AcGFP1<sup>+</sup>-KI

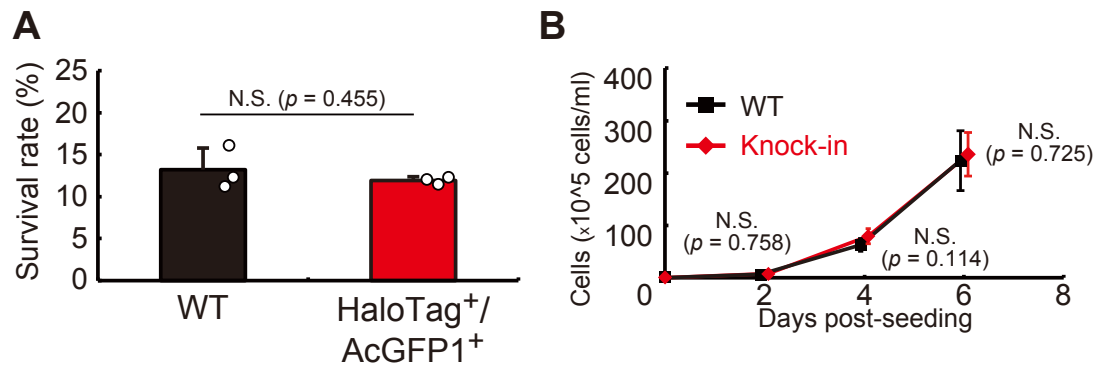

**Figure S3.** The anhydrobiotic ability and the proliferation rate in the knock-in cells of a GOI-expression unit. In addition to the knock-in efficiency shown in Figure 5, further analysis of the phenotypes was carried out. Values are expressed as mean  $\pm$  SD;  $n = 3$  and  $4$  in A and B, respectively, in each group.

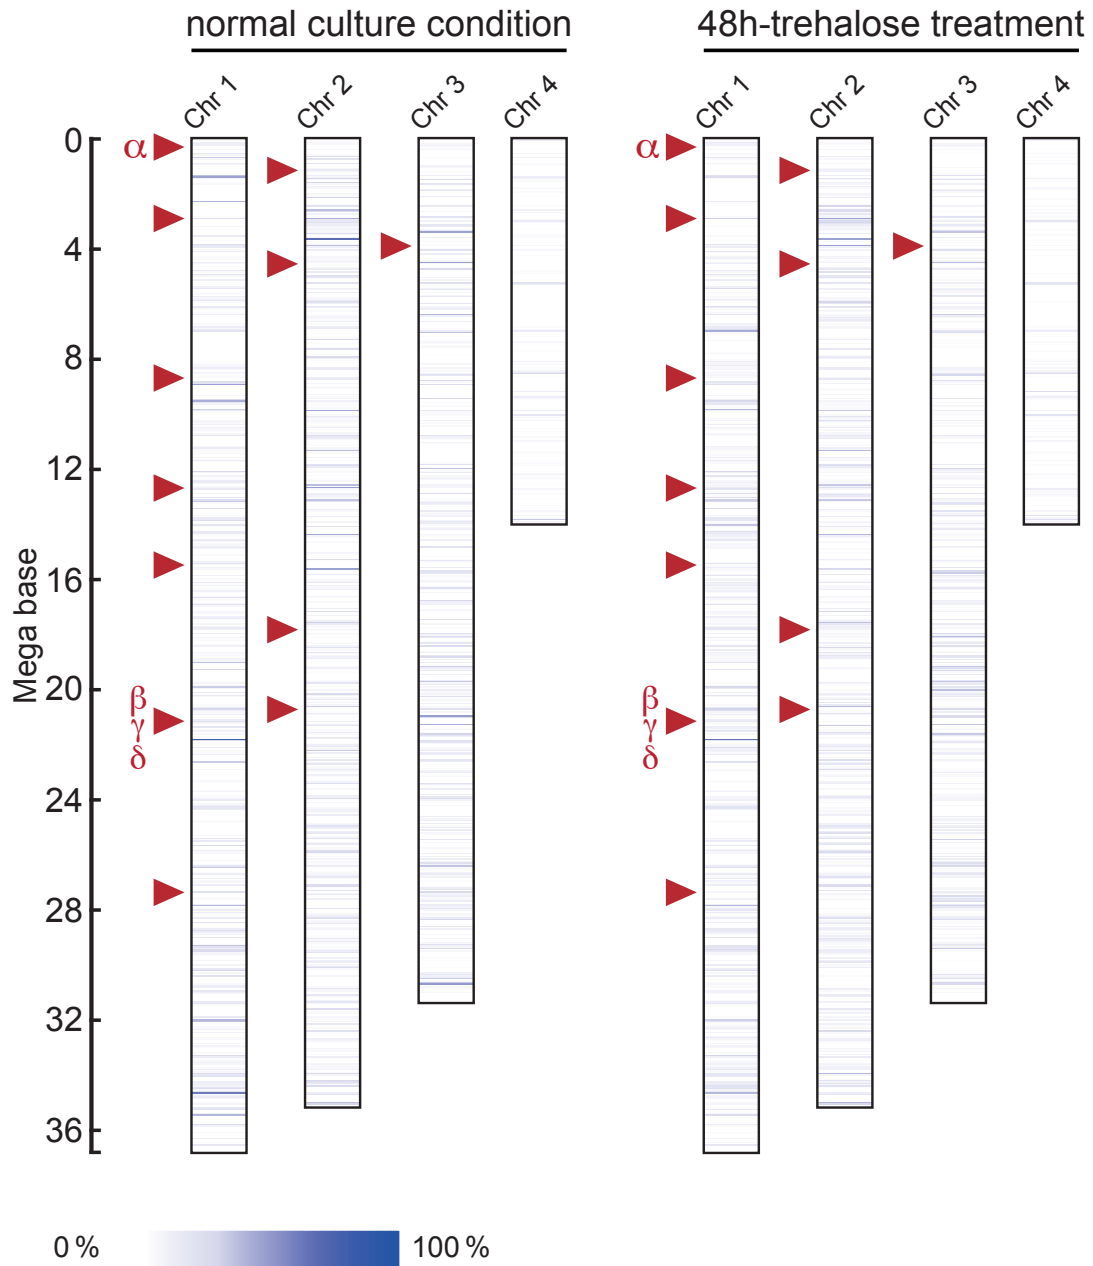

**Figure S4.** Visualization of ATAC-seq peaks. Arrow heads and alphabets indicate the integration sites of the transfected plasmid and the AcGFP1-expression unit, respectively, in the B2 or 4C lines as shown in Figure 2. ATAC-seq was performed, following the previously reported protocol (Buenrostro *et al.*, 2015). Briefly, 75,000 cells were centrifuged at 500 g for 5 minutes at 4°C, and washed once with cold PBS and 600 mM trehalose solution for normal condition and trehalose-treated samples, respectively. The cells were resuspended in lysis buffer for 10 minutes. Nextera DNA Sample Prep Kit (Illumina) was used for the following fragmentation reaction, and the products were purified with MinElute PCR Purification Kit

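On the 4 chromosomes the list held 11966 peaks, and another 69 peaks lay on 23 unplaced scaffolds. Up to the last peak of each chromosome there were 109 peaks per Mb on chromosome 1, 110 on chromosome 2, 99.5 on chromosome 3 and 69.1 on chromosome 4. Peaks covered 9.23% of chromosome 1, 9.74% of chromosome 2, 8.90% of chromosome 3 and 3.48% of chromosome 4. These are single values of one list, so no error can be given. The peaks with the largest areas were all on chromosome 2, from 11305567 to 11319239 (area 171503), from 35050452 to 35065336 (161321) and from 2874221 to 2888707 (160217). The widest peaks were one of 18126 bp on chromosome 1, from 21827538 to 21845663, and 2 on chromosome 2, of 17537 bp from 14357182 and of 16871 bp from 13131565. Of the unique integration sites, 13 were on chromosome 1, 6 on chromosome 2, 2 on chromosome 3 and 0 on chromosome 4. Read by eye, Figure S4 draws no arrow head at 3 of them, Chr1:19359941, Chr1:36576632 and Chr3:29481216. With the 18 marked sites alone, 5 were inside a peak against 1.69 after random shifts (permutation p = 0.0832).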

(Qiagen). For preliminary amplification of the libraries, five cycles of PCR were performed with primers from the original protocol (Buenrostro *et al.*, 2015), and further seven cycles of PCR were also done as the final amplification. The ATAC-seq libraries were purified with Agencourt AMPure XP beads (Beckman Coulter), and subsequently sequenced by Illumina paired-end reads 100 bp in a HiSeq 2500.

Buenrostro JD, Wu B, Chang HY, Greenleaf WJ. ATAC-seq: A Method for Assaying Chromatin Accessibility Genome-Wide. *Curr Protoc Mol Biol*. 2015 Jan 5;109:21.29.1-21.29.9. doi: 10.1002/0471142727.mb2129s109. PMID: 25559105; PMCID: PMC4374986.

Table S1. Oligo DNA sequences for construction of gRNA-expression vectors.

| Vector name              | Oligo name                     | Sequence (5' to 3')      |
|--------------------------|--------------------------------|--------------------------|
| pPvU6b-DmtRNA-280397#2   | chr1_280397-gRNA#2-sense       | tgcaTATTCAAGGAGGTACAAAAA |
|                          | chr1_280397-gRNA#2-antisense   | aaacTTTTTGTACCTCCTTGAATA |
| pPvU6b-DmtRNA-280397#3   | chr1_280397-gRNA#3-sense       | tgcaAATCTTTAGTTTATTCAAGG |
|                          | chr1_280397-gRNA#3-antisense   | aaacCCTTGAATAAACTAAAGATT |
| pPvU6b-DmtRNA-21143572#5 | chr1_21143572-gRNA#5-sense     | tgcaCTGTCAGTAACTTCAGTGAC |
|                          | chr1_21143572-gRNA#5-antisense | aaacGTCAGTGAAGTTACTGACAG |
| pPvU6b-DmtRNA-21155382#2 | chr1_21155382-gRNA#2-sense     | tgcaGTTATACACAAGACAAATTG |
|                          | chr1_21155382-gRNA#2-antisense | aaacCAATTGTCTTGTGTATAAC  |
| pPvU6b-DmtRNA-21164645#9 | chr1_21164645-gRNA#9-sense     | tgcaAAAAAAATAATCGGCCTGTA |
|                          | chr1_21164645-gRNA#9-antisense | aaacTACAGGCCGATTATTTTTTT |

Table S2. Primers for genomic DNA sequencing.

| Amplified region | Oligo name          | Sequence (5' to 3')    |
|------------------|---------------------|------------------------|
| chr1_280397      | TA_chr1_280397_F1   | GAAACGCTCGCTATGAGACC   |
|                  | TA_chr1_280397_R1   | TTCCGAAGACACATGTGGAA   |
| chr1_21143572    | YM_chr3_21143572-F3 | CAGGCAGAGGCGAGAATGAA   |
|                  | YM_chr3_21143572-R3 | ACGCTAAAGATACCCGGTGTG  |
| chr1_21155382    | TA_chr1_21153515_F1 | GGAGTTGGAACCGAAGATGA   |
|                  | TA_chr1_21153515_R1 | CCCTTTTCTGTCTTGCCTTG   |
| chr1_21164645    | YM_chr3_21164645-F3 | ACAAAACATCTGAGTGCATGGA |
|                  | YM_chr3_21164645-R3 | AATTGCTCTTTCAACCACTCCT |

Table S3. Primers for construction of the donor vectors used in Figure 3.

| Vector name                                                     | Oligo name                                                   | Sequence (5' to 3')                                                                                                                                                              |
|-----------------------------------------------------------------|--------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| pCR4-280397#2uH-121-AcGFP1<br>&<br>pCR4-280397#2uH-121-ZeoR     | YM_280397#2-poly(A)-PITCh_F<br>YM_280397#2uH-121-PITCh_R     | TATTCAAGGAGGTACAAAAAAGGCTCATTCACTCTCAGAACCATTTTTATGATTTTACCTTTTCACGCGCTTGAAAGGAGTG<br>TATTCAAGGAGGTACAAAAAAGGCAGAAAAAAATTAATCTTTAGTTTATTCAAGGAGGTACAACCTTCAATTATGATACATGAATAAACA |
| pCR4-280397#3uH-121-AcGFP1<br>&<br>pCR4-280397#3uH-121-ZeoR     | YM_280397#3-poly(A)-PITCh_F<br>YM_280397#3uH-121-PITCh_R     | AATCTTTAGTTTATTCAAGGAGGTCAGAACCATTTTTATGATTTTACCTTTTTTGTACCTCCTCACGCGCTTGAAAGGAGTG<br>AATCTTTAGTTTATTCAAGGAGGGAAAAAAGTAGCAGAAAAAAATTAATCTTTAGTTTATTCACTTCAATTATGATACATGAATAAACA  |
| pCR4-21143572#5uH-121-AcGFP1<br>&<br>pCR4-21143572#5uH-121-ZeoR | YM_21143572#5-poly(A)-PITCh_F<br>YM_21143572#5uH-121-PITCh_R | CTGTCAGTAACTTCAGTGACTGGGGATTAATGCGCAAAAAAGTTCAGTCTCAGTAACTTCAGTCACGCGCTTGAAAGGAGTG<br>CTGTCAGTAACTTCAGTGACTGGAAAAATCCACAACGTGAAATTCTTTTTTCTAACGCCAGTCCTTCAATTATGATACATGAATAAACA  |
| pCR4-21155382#2uH-121-AcGFP1<br>&<br>pCR4-21155382#2uH-121-ZeoR | YM_21155382#2-poly(A)-PITCh_F<br>YM_21155382#2uH-121-PITCh_R | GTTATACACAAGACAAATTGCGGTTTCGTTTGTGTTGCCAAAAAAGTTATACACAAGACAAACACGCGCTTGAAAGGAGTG<br>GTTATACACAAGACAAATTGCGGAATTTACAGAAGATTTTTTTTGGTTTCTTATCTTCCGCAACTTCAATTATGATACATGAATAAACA   |
| pCR4-21164645#9uH-121-AcGFP1<br>&<br>pCR4-21164645#9uH-121-ZeoR | YM_21164645#9-poly(A)-PITCh_F<br>YM_21164645#9uH-121-PITCh_R | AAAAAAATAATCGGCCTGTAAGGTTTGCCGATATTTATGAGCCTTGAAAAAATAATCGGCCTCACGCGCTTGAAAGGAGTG<br>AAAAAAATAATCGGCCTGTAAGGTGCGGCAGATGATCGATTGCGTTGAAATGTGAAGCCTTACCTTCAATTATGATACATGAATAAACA   |

Table S4. Primers for construction of the donor vectors used in Figure 5.

| Vector name                            | Oligo name                     | Sequence (5' to 3')                                                          |
|----------------------------------------|--------------------------------|------------------------------------------------------------------------------|
| pCR4-21164645#9_1kbpHA-SpeI_NotI       | YM_pCR4-21164645#9-1kbLHA_fwd  | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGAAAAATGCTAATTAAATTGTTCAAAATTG     |
|                                        | 21164645#9RHA-Spe_Not-LHA_rev  | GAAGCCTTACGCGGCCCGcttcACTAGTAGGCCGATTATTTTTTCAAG                             |
|                                        | 21164645#9RHA-Spe_Not-LHA_fwd  | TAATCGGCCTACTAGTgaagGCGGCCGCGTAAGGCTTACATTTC                                 |
|                                        | YM_pCR4-21164645#9-1kbRHA_r2   | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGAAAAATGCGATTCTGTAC                |
| pCR4-21164645#9_750bpHA-SpeI_NotI      | YM_pCR4-21164645#9-750bLHA_fwd | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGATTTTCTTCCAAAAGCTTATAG            |
|                                        | YM_pCR4-21164645#9-750bRHA_r2  | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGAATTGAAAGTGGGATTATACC             |
| pCR4-21164645#9_500bpHA-SpeI_NotI      | YM_pCR4-21164645#9-500bLHA_fwd | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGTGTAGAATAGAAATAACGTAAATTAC        |
|                                        | YM_pCR4-21164645#9-500bRHA_r2  | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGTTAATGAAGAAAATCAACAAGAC           |
| pCR4-21164645#9_250bpHA-SpeI_NotI      | YM_pCR4-21164645#9-250bLHA_fwd | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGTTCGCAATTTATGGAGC                 |
|                                        | YM_pCR4-21164645#9-250bRHA_rev | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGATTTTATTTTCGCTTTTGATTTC           |
| pCR4-21164645#9_125bpHA-SpeI_NotI      | YM_pCR4-21164645#9-125bLHA_fwd | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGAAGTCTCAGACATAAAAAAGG             |
|                                        | YM_pCR4-21164645#9-125bRHA_rev | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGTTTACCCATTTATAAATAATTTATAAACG     |
| pCR4-21164645#9_40bpHA-SpeI_NotI       | YM_pCR4-21164645#9-40bLHA_fwd  | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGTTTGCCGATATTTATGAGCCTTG           |
|                                        | YM_pCR4-21164645#9-40bRHA_rev  | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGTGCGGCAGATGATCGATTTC              |
| pCR4-21164645#9_0bpHA-SpeI_AcGFP1_NotI | YM_pCR4-21164645#9-Spe-GFP_fwd | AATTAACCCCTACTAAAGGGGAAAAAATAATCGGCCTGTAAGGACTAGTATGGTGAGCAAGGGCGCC          |
|                                        | YM_pCR4-21164645#9-Not-GFP_rev | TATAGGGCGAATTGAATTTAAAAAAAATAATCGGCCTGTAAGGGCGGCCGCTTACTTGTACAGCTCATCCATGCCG |
| pCRII-SpeI-HaloTag-121-121-AcGFP1-NotI | YM_pCRII-SpeI-rOpIE2_fwd       | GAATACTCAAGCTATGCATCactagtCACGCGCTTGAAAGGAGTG                                |
|                                        | HF-chr3_21154645#9-tagRFP_rev  | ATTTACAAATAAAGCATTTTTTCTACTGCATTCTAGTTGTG                                    |
|                                        | HF-chr3_21154645#9-AcGFP1_fwd  | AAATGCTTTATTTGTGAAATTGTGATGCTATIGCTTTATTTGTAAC                               |
|                                        | YM_pCRII-NotI-OpIE2_rev        | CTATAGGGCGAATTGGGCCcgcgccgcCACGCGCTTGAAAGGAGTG                               |

Table S5. Number of reads in the course of the analysis.

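The table follows the MinION reads of 1 library per clone from the quality filter to the reads that could be placed in the genome. The counts are the paper's, and the shares and exact Clopper-Pearson 95% confidence intervals were computed from them; the intervals cover counting error only. Of the reads that carried vector fragments, 48.1% (41.1% to 55.1%) in B2 and 46.3% (35.3% to 57.7%) in 4C held the expression unit (two-sided Fisher's exact test, p = 0.796 before and after adjustment). Of these, 19 of 100 reads were mapped in B2, or 19.0% (11.8% to 28.1%), and 33 of 38 in 4C, or 86.8% (71.9% to 95.6%), with p = 1.94e-13 by the same exact test and 5.83e-13 after Benjamini-Hochberg adjustment over 3 such tests. Vector fragments were found in 0.113% of B2 reads and 0.0765% of 4C reads (Fisher's exact test, p = 0.00229, adjusted p = 0.00344). These tests compare 2 libraries, not kinds of clone.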

| Number of reads                                                                                          | B2      | 4C      |
|----------------------------------------------------------------------------------------------------------|---------|---------|
| Total sequence read after NanoFilt                                                                       | 183,676 | 107,159 |
| Number of reads containing vector fragments                                                              | 208     | 82      |
| Number of reads containing Gapdh promoter + AcGFP1 full length (the expression unit)                     | 100     | 38      |
| Number of successfully mapped reads containing Gapdh promoter + AcGFP1 full length (the expression unit) | 19      | 33      |

Table S6. Integration sites of the fragmented plasmid sequences.

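Table S6 lists 17 positions for B2 and 11 for 4C, and 7 positions are given for both clones. Set on the peak list, Chr1:2872737 was inside a peak of 1600 bp, from 2871936 to 2873535. Chr2:1119392, which the table places in an intron, and Chr2:1121015, which it places between genes, were inside the same peak of 3034 bp, from 1118289 to 1121322, and both clones carry both. Chr1:280397, a GSH candidate between g9127 and g9128, was 42 bp from a peak, Chr1:21158910 was 170 bp from one and Chr1:27392178 was 627 bp from one. The sites furthest from a peak were Chr2:4538747 at 33110 bp, Chr1:12663137 at 25994 bp, Chr1:12663144 at 25987 bp, Chr1:19359941 at 21029 bp and Chr2:20731784 at 15367 bp. Chr1:36576632 was 1190 bp from a peak, and the other sites outside the GSH region were between 2856 and 4882 bp away.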

| Cell line | Integration site | Genomic feature                             |
|-----------|------------------|---------------------------------------------|
| B2        | Chr 1:280397     | intergenic region between g9127 and g9128   |
|           | Chr 1:2872737    | intergenic region between g9428 and g9429   |
|           | Chr 1:12663137   | intergenic region between g10915 and g10916 |
|           | Chr 1:15462478   | intron of g11291                            |
|           | Chr 1:19359941   | intergenic region between g11929 and g11930 |
|           | Chr 1:21143572   | intron of g12121                            |
|           | Chr 1:21155382   | intergenic region between g12122 and g12123 |
|           | Chr 1:21164645   | intergenic region between g12124 and g12125 |
|           | Chr 1:27392178   | intron of g12995                            |
|           | Chr 1:36576632   | intergenic region between g14311 and g14312 |
|           | Chr 2:1119392    | intron of g4308                             |
|           | Chr 2:1121015    | intergenic region between g4309 and g4310   |
|           | Chr 2:4538747    | intergenic region between g4738 and g4739   |
|           | Chr 2:17806787   | intergenic region between g6612 and g6613   |
|           | Chr 2:20731784   | intron of g7027                             |
|           | Chr 3:3868253    | intergenic region between g518 and g519     |
|           | Chr 3:29481216   | intergenic region between g4004 and g4005   |
| 4C        | Chr 1:8668683    | intergenic region between g10292 and g10293 |
|           | Chr 1:12663144   | intergenic region between g10915 and g10916 |
|           | Chr 1:21143572   | intron of g12121                            |
|           | Chr 1:21155382   | intergenic region between g12122 and g12123 |
|           | Chr 1:21158910   | intergenic region between g12124 and g12125 |
|           | Chr 1:21164645   | intergenic region between g12124 and g12125 |
|           | Chr 2:1119392    | intron of g4308                             |
|           | Chr 2:1121015    | intergenic region between g4309 and g4310   |
|           | Chr 2:4538747    | intergenic region between g4738 and g4739   |
|           | Chr 2:17807291   | intergenic region between g6612 and g6613   |
|           | Chr 3:3868253    | intergenic region between g518 and g519     |

Table S7. TPM values of genes around GSHs and the annotations.

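TPM is a normalized unit that gives the share of a gene in all transcripts of a sample. The values are the paper's, from another experiment, for wild-type cells in columns headed T0 and T48 with 3 values each, and the means, SDs and tests were computed from them. g12121, whose intron holds Chr1:21143572, had 36.2 ± 3.11 TPM at T0 (SD, n = 3) and 32.1 ± 1.43 TPM at T48 (SD, n = 3). g7775, the gene used in the earlier expression system, had 102837 ± 2220 TPM at T0 and 53957 ± 705 TPM at T48 (SD, n = 3 each), and its T0 mean was 2844 times that of g12121. Among the genes beside the other sites, g9128 (9.39 TPM), g12124 (17.2 TPM) and g12125 (23.6 TPM) had lower T0 means than g12121. Those of g9127 (43.2 TPM), g12122 (241 TPM) and g12123 (196 TPM) were higher. Between T0 and T48 the log2 ratio of the means was 1.27 for g9127 and 1.59 for g9128, the genes on either side of Chr1:280397, and it was -0.51 for g12124 and -2.09 for g12125, the genes on either side of Chr1:21164645. It was -0.56 for g12122 and -0.96 for g12123, the genes on either side of Chr1:21155382, -0.17 for g12121 and -0.93 for g7775, so that 2 of the 8 genes were higher at T48 and 6 were lower. In each of the 8 genes the 3 values of one column lay apart from those of the other, which chance gives in 10% of such comparisons, and the two-sided exact permutation test gave p = 0.1, the smallest that 3 values against 3 allow, before and after Benjamini-Hochberg adjustment.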

| Gene ID          | WT          |             |             |             |             |             | Annotation                                                                                                                                                                                                                                                                                                                                                                     |
|------------------|-------------|-------------|-------------|-------------|-------------|-------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                  | T0 (TPM)    |             |             | T48 (TPM)   |             |             |                                                                                                                                                                                                                                                                                                                                                                                |
| g9127            | 39.96274741 | 44.38486143 | 45.11384393 | 108.9899909 | 100.5851762 | 101.7583433 | Probable phosphomannomutase<br>Threonylcarbamoyladenosine tRNA methylthiotransferase<br>Putative Sterol regulatory element-binding protein cleavage-activating protein<br>ATP synthase (F1-ATPase), gamma subunit<br>Peroxisomal multifunctional enzyme type 2<br>Putative Phospholipid phosphatase homolog 1.2-like protein<br>Ca(2+)/calmodulin-responsive adenylate cyclase |
| g9128            | 8.270741576 | 9.962906917 | 9.93412406  | 31.24010876 | 26.06035589 | 27.56306745 |                                                                                                                                                                                                                                                                                                                                                                                |
| g12121           | 35.03837289 | 39.67757944 | 33.77958261 | 32.62864612 | 33.09891273 | 30.42798138 |                                                                                                                                                                                                                                                                                                                                                                                |
| g12122           | 240.435078  | 242.7605787 | 240.5581022 | 168.1111558 | 163.1966174 | 160.2230713 |                                                                                                                                                                                                                                                                                                                                                                                |
| g12123           | 193.7573603 | 199.2849712 | 194.4340001 | 101.4893752 | 105.1604862 | 94.84559703 |                                                                                                                                                                                                                                                                                                                                                                                |
| g12124           | 16.6154543  | 15.12568854 | 19.83390413 | 13.41047625 | 10.48026268 | 12.26760951 |                                                                                                                                                                                                                                                                                                                                                                                |
| g12125           | 22.10603794 | 24.61180715 | 24.03762173 | 5.909033683 | 5.482021641 | 5.188948049 |                                                                                                                                                                                                                                                                                                                                                                                |
| g7775 (Pv.00443) | 105223.4789 | 100831.9426 | 102457.0509 | 53162.676   | 54203.24735 | 54506.29692 |                                                                                                                                                                                                                                                                                                                                                                                |

How the deposited data were processed for this re-analysis (not part of the article)

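ATAC-seq was performed on Pv11 cells in normal culture (n = 3) and after 48 h in 600 mM trehalose (n = 3). The authors deposited one list of 12035 peaks with 10 columns and no header for the experiment, without naming the libraries that it came from. The score that the authors deposited for each peak equalled 1000 times the area divided by the width, rounded and held at 1000, in all 12035 peaks. The signal column that the authors deposited is called the area here, because the score is this value per bp; it ran from 200.02 to 171503, and neither the quantity it sums nor a normalization is given in the sources used here. The -log10 of the p-value and of the q-value of each peak were also deposited by the authors; the p-value was not used here, and the smallest -log10 q was 2.54. The aligner, filters, read shift, genome build, caller options and the libraries that entered are not given in the sources used here. The depth of each library is unknown, so no precision can be given for a single peak. The 2 MinION libraries of the clones B2 and 4C (1 library each) were not analysed here beyond the positions and read numbers that the paper's tables give.

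The 28 lines of Table S6 were copied by hand and gave 21 unique positions. Distances to the nearest peak were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, tests were run with scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Sites were shifted 100000 times around each chromosome with a fixed seed, and a two-sided p was taken as 2 times the smaller tail. Near was read as 1 kb. The GSH region was 100 kb long, was compared with windows in steps of 1 kb, and a run of peaks ended at a gap above 1000 bp. Peaks on unplaced scaffolds entered neither test. No reference sequence or annotation of the build of the list was used, so the planned tests of peaks at transcription starts and of sites placed at random within the same genomic feature were not run. The planned comparisons of normal culture with trehalose were not run, because the list carries no condition and no read counts.

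The tests, their main settings and most alternatives were fixed before the data were examined, when Tables S6 and S7 and Figure S4 had been seen. The rule for the items named in the text was also fixed then: the unique integration sites with the nearest peak of each, the 4 GSH candidates, the genes that the paper names around them, the 3 peaks of largest area and the 3 widest. The alternatives fixed in this way were uniform placement, merging of sites within 10 kb, the marked sites of Figure S4, each clone alone, the sites without the GSH candidates, the 6018 peaks of larger area, a q of at most 0.01, near as 5 or 10 kb, windows of 20 and 500 kb, chromosome 1 alone, and run gaps of 500 and 5000 bp. A shift of each locus by at most 100 kb was added after the values were seen.

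The distance function was tested on simulated data and gave 0 mismatches with a direct computation. In 200 simulated sets of shifted sites, 2.5% fell under 0.05 for sites inside a peak, 3.5% for sites within 1 kb and 6.5% for the median distance. With 8 sites planted inside peaks, these shares were 100%, 78.5% and 68.5%. The first of these was fixed in advance, since 6 sites inside a peak already pass the threshold. Each planted site went into a separately drawn peak. The shares therefore do not give the power for clustered sites or for a count near the observed 5. Planted runs of 20 peaks, in surroundings cleared of other peaks, were recovered by the region test in 20 of 20 simulations. The median longest run of the list was 3 peaks. This recovery therefore checks the code and does not give the power for shorter runs or for wide peaks.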

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

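The test in this part was chosen after its result was seen. The list holds 69 peaks on 23 unplaced scaffolds, a part of the genome that Figure S4, which draws 4 chromosomes, does not show. Of these, 16 were on scaffold 5, 14 on scaffold 344 and 13 on scaffold 384. With no control library in the list, the presence of any peak there is what drew attention. Repeat copies collapsed onto the scaffolds may raise the number of reads there, and this would lift their areas above those of other peaks if the area grows with the reads, which the sources used here do not state. The median area of the scaffold peaks was 1481, at percentile 69.2 among 10000 random sets of as many chromosome peaks, 95% of which had medians from 812 to 2155. The median therefore gave no sign of such a rise, but the scaffolds differed among themselves, with median areas of 2370, 4320 and 615 on the 3 named, so that repeat copies on some of them stay open. The handling of reads that map to several places is not given in the sources used here. No biological explanation was tested.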

How the results depend on the processing

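The shift of each locus by at most 100 kb was chosen after the values were seen; the other alternatives were fixed earlier. Over 44 values recomputed under an alternative, 38 kept their direction and their side of the 0.05 threshold, 4 moved past it and 2 reversed. No main result was past the threshold, so a value that kept its side remained without a call, which is no evidence of stability.

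For the sites, the count inside a peak moved past the threshold with the B2 sites alone, at 5 of 17 (permutation p = 0.0451), and the count near a peak moved past it with near read as 5 kb, at 16 of 21 (permutation p = 0.0396). Over all alternatives p ran from 0.0451 to 0.455 for sites inside a peak, from 0.0396 to 0.696 for sites near one and from 0.21 to 0.465 for the median distance. The highest p for both counts came with the GSH candidates left out. For the GSH region, the window of 20 kb put the covered length at percentile 99.3 (exact rank among windows, p = 0.0136) and the widest peak at percentile 99.0 (p = 0.0205); p over the alternatives ran up to 0.521 and 0.309. This window, from 21144109 to 21164108, is shorter than the 21073 bp between the outer GSHs and holds 1 of the 3. The longest run passed from just above the middle of the windows to just below it, at percentile 41.0 with a window of 500 kb and at percentile 43.9 with a run gap of 500 bp, both with p = 1 by exact rank. At a run gap of 500 bp, the gap of 501 bp at the start of the run was too long, so its longest run had 2 peaks. The cause of the other changes was not tested. None of the alternatives that moved past the threshold was adjusted for the number of alternatives tried.

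A q of at most 0.01 removed none of the 12035 peaks and so tested nothing, and merging peaks within 100 bp would join none, since the smallest gap was 101 bp. Not run were the placement within the same genomic feature, all alternatives for peaks per condition, shared peaks, peaks changed by trehalose and peaks at transcription starts, and leaving out replicates, because the list carries no library, condition or count and no annotation of its build was used here. No paired analysis was possible because the list carries no replicate numbers. The depth of the libraries is unknown. The number of sites limits the tests: 6 of 21 sites inside a peak (permutation p = 0.0441), or 11 within 1 kb (permutation p = 0.0199), would have been the smallest counts past the threshold.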

Differences from the paper's values

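The paper gives no number for a measure computed from the peak list. It describes the integration sites as in or near peaks and proposes open chromatin as the most probable place of random integration. The panels of Figure S4 compare normal culture with trehalose, whereas the list names no condition, so the peaks counted here may differ from those it draws. Of 21 sites, 5 were inside a peak, 8 were within 1 kb, 16 were within 5 kb and 5 were further than 10 kb from one. The counts were above those after random shifts, in the direction the paper proposes, but not past the threshold in the main test (permutation p = 0.127 for sites inside a peak). Of the alternatives set before the data were examined, the B2 sites alone gave a permutation p of 0.0451 for sites inside a peak and near read as 5 kb gave 0.0396, and the others did not reach the threshold, with 0.455 for sites inside a peak when the GSH candidates were left out.

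The paper reports that it found no specific feature of the GSH regions, naming larger or more consecutive peaks as examples. In the main window of 100 kb, the number of peaks (10) and the longest run (3 peaks) were close to the middle of all windows. The run counts peaks and not their length. Over the alternatives it ranged from percentile 41.0 in a window of 500 kb to 87.3 in a window of 20 kb, never past the threshold. The widest peak, 7780 bp, was at percentile 96.5, and the covered length was at percentile 91.4, neither past the threshold in the main window of 100 kb. In the window of 20 kb, set before the data were examined and holding 1 of the 3 GSHs and part of the peak around another, both were past it (exact rank among windows, p = 0.0205 and p = 0.0136), and in the window of 500 kb, with chromosome 1 alone and with the peaks of larger area they were not.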

Other observations

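The shift by at most 100 kb, the tests on wide peaks and on chromosome 4, and the length of the stretch upstream of the GSHs were chosen after values of the list had been seen; the outcome that the local shift would need was written before it was run.

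More sites were inside peaks than after shifts along the chromosome, though not past the threshold. One hypothesis is that the sites lie in peak-rich surroundings. When each locus was moved by at most 100 kb, the expected count rose from 1.96 to 2.22 of 21, and p was 0.175. The outcome written for this hypothesis, a higher expected count with p of 0.05 or more, was met, but since the excess was not past the threshold under either placement, the surroundings and the sites themselves cannot be told apart with 21 sites. No biological explanation was tested.

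The peaks that hold Chr1:21143572 and Chr1:21155382 were wide. A position inside a peak falls by chance more often in a wide one, and the 109 peaks at least as wide as the narrower of the pair held 8.84% of all peak bases, above the 5% written for this explanation. Drawing bases at random, 2 or more of 4 peaks that wide had a probability of 0.0416, but the pair are neighbours and not independent draws, so a width bias stays open. The caller may also have joined neighbouring weak stretches. The area per bp of the lower of the pair was above that of 69.7% of all peaks, which goes against weak stretches only if area per bp follows the strength of a peak, and the quantity behind the area is not given. Area per bp rises with width, however (Spearman's rho 0.33 across peaks, which are not independent replicates), and among the 109 wide peaks the one at Chr1:21143572 was above 91.7% and the one at Chr1:21155382 above 15.6%. Joining therefore stays open for the latter peak. No biological explanation was tested.

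Chromosome 4 had fewer peaks per Mb than the others, 69.1 against 99.5 to 110. A lower yield of reads from chromosome 4 is a candidate explanation. The median -log10 q of its peaks was 8.88, above the 7.85 to 8.36 of the other chromosomes, which is not the lower value written for this explanation. The list holds only peaks past a threshold, and a loss of weak peaks could lift the median. This possibility was raised after the values were seen and was not tested. A lower yield therefore cannot be told apart from fewer accessible stretches. No site was on chromosome 4, and 1.91 of 16 merged loci would fall there by its length, with a probability of 0.131 of 0 loci. No biological explanation was tested.

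Upstream of the GSHs, no peak was listed from 21098233 to 21142628 on chromosome 1. Of the 11962 gaps between neighbouring peaks, 602 were at least as long as this stretch of 44396 bp. The 3 peaks after it, from 21142629 to 21158740, filled 96.0% of 16112 bp.

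The clones B2 and 4C shared 7 positions to the base, and a further pair of positions, Chr1:12663137 in B2 and Chr1:12663144 in 4C, lay 7 bp apart. The positions are the paper's, and whether the pair is one integration event was not tested.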
